# New Insight into the Molecular Mechanisms of the Biological Effects of DNA Minor Groove Binders

**DOI:** 10.1371/journal.pone.0025822

**Published:** 2011-10-05

**Authors:** Xinbo Zhang, Siyu Crystal Zhang, Dejun Sun, Jiang Hu, Anil Wali, Harvey Pass, Felix Fernandez-Madrid, Michael R. Harbut, Naimei Tang

## Abstract

**Background:**

Bisbenzimides, or Hoechst 33258 (H258), and its derivative Hoechst 33342 (H342) are archetypal molecules for designing minor groove binders, and widely used as tools for staining DNA and analyzing side population cells. They are supravital DNA minor groove binders with AT selectivity. H342 and H258 share similar biological effects based on the similarity of their chemical structures, but also have their unique biological effects. For example, H342, but not H258, is a potent apoptotic inducer and both H342 and H258 can induce transgene overexpression in *in vitro* studies. However, the molecular mechanisms by which Hoechst dyes induce apoptosis and enhance transgene overexpression are unclear.

**Methodology/Principal Findings:**

To determine the molecular mechanisms underlying different biological effects between H342 and H258, microarray technique coupled with bioinformatics analyses and multiple other techniques has been utilized to detect differential global gene expression profiles, Hoechst dye-specific gene expression signatures, and changes in cell morphology and levels of apoptosis-associated proteins in malignant mesothelioma cells. H342-induced apoptosis occurs in a dose-dependent fashion and is associated with morphological changes, caspase-3 activation, cytochrome *c* mitochondrial translocation, and cleavage of apoptosis-associated proteins. The antagonistic effect of H258 on H342-induced apoptosis indicates a pharmacokinetic basis for the two dyes' different biological effects. Differential global gene expression profiles induced by H258 and H342 are accompanied by unique gene expression signatures determined by DNA microarray and bioinformatics software, indicating a genetic basis for their different biological effects.

**Conclusions/Significance:**

A unique gene expression signature associated with H342-induced apoptosis provides a new avenue to predict and classify the therapeutic class of minor groove binders in the drug development process. Further analysis of H258-upregulated genes of transcription regulation may identify the genes that enhance transgene overexpression in gene therapy and promote recombinant protein products in biopharmaceutical companies.

**Data Deposition:**

The microarray data reported in this article have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no.GSE28616).

## Introduction

Many research studies have aimed to target specific sequences in DNA with the goal of designing drugs [1]. The minor groove of DNA is becoming a site of great interest due to its high sequence specific interactions with a large number of small molecules. DNA minor groove binders (MBs), one of the most widely studied class of small molecules, typically bind to AT-rich sequences of the DNA minor groove and may be divided into two functional classes: 1) compounds that can induce permanent DNA damage; 2) compounds that only interact physically with DNA and cause only reversible inhibition of DNA-dependent functions [2]. The Hoechst compounds, Hoechst 33258 (H258) [2′-(4-Hydroxyphenyl)-5-(4-methyl-1-piperazinyl)-2,5′-bi(1H-benzimidazole)] and its derivative Hoechst 33342 (H342) [2′-(4-ethoxyphenyl)-5-(4-methyl-1-piperazinyl)-2,5′-bi(1H-benzimidazole)] belong to the second functional class and are also the most studied MBs as model compounds for biochemical and biophysical studies of drugs that bind to the DNA minor groove. These MBs form strong reversible complexes preferentially at the nucleotide sequences with 4–5 adjacent AT base pairs in the minor groove of double-stranded B-DNA, where a particularly narrow groove with a floor lacking amino groups permits an optimization of van der Waals' contacts and hydrogen bonding [3], [4]. As a consequence of this DNA sequence-specific binding, drug and protein may cause mutual interference because they share a common sequence preference for DNA binding. Previous studies demonstrate that Hoechst dyes interfere with multiple DNA processing proteins such as topoisomerase I [5], [6] and II [7], DNA helicase [8], TATA box binding protein [9], [10], E2F1 [11], and replication protein A [12]. In fact, most proteins which bind sequence specifically to AT rich DNA regions have extensive contacts within the minor groove, and it is likely that inhibition of the binding of these factors to DNA by MBs is mediated by direct steric interference [13]. In addition, DNA sequence-specific binding MBs may be associated with a unique gene expression pattern or drug-specific gene expression signature since MBs only interact with minor groove regions in disassembled chromatin where transcription and/or replication are ongoing. Therefore, it is imperative to determine the Hoechst dye-specific gene expression signature to uncover potential biomarkers and Hoechst-specific signal transduction pathways for cancer therapy.

Extensive studies show that Hoechst dyes have anti-cancer activities like other MBs [2], [14]. Initial studies show that H258 possesses activity against L1210 murine leukemia [15] and several promising experiments in solid tumors have led to the use of this compound in phase I clinical trials in human [15]. However, a subsequent phase II trial against pancreatic carcinoma shows little response [16]. Further data demonstrate that H342, but not H258, is a potent apoptotic inducer of different types of cancers [17]. Even so, H342 and H258 share some similar biological effects due to their similar thermodynamic properties. For example, H342 and H258 poison topoisomerase I [5], [18], inhibit other DNA processing proteins in *in vitro* studies [9], and affect the cell cycle [19], [20]. Both dyes are found to be free radical scavengers and protect DNA against radiation-induced damage [21]. However, both dyes significantly enhance UV- and radio-induced cytotoxicity as sensitizers in human tumor cell lines [22], [23]. Intriguingly, both H258 and H342 can enhance transgene overexpression in *in vitro* studies [24], [25].

In addition to their similarities, both Hoechst dyes have uniquely different biological effects in the cell as well. H342 is several orders of magnitude more cytotoxic than H258. Large numbers of protein-DNA cross-links and DNA strand breaks can be detected in H342-, but not, H258-treated cells [5], [26], [27]. Early studies revealed that H342 causes rapid cell death once sufficient dye enters the nucleus of a cell [27]. But, our later studies show that the key difference of intracellular effects between the two dyes is that H342, but not H258, is a potent apoptotic inducer in different types of cancer cell lines [17] and species [28]. However, the molecular mechanisms by which different Hoechst dyes have diverse intracellular effects are still unclear. In chemical structure, H342 has a 4-ethyoxy substitution on the phenyl ring that its parent compound H258 does not, thus enhancing its membrane permeability. This minute modification in the chemical structure causes H342 pharmacodynamics to differ from that of H258. Thus, H258 and H342 are not only archetypal compounds for designing new MBs and studying the interaction of MBs with DNA, but also contrasting compounds for identifying the mechanisms by studying the difference of biological effects induced by the two Hoechst dyes.

The purpose of the present study is to determine the molecular mechanisms underlying different biological effects between H342 and H258. Our results show differential global gene expression profiles with individually unique gene expression signatures induced by H258 and H342. One application of these gene expression signatures is that they can be used to predict the effectiveness of new MBs derived from Hoechst dyes. In addition, genes consisting of the H342-specific gene expression signature may be invaluable targets for targeted cancer therapy. Furthermore, genes up-regulated by H258 may be utilized in transgene overexpression in gene therapy and could promote recombinant protein products in biopharmaceutical companies. Therefore, the present study has highlighted the new insights into molecular and pharmacokinetic mechanisms that cause diverse biological effects of Hoechst 33342 and Hoechst 33258, which can aid in the discovery of more advanced and efficient cancer treatments.

## Results

### Hoechst 33342 is a potent apoptosis inducer of human mesothelioma cell lines

To test whether or not H342 may trigger cell death in malignant pleural mesothelioma (MPM) cells, seven MPM cell lines have been employed in this study. Cell viability results indicate that H342 significantly induces cell death in all seven mesothelioma cell lines in dose-dependent manners by MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay (Figure 1A). To determine the nature of this death in mesothelioma cells induced by H342, we have used fluorescent staining assay, Western blot, and caspase-3 activity assay to test cell morphological changes, caspase-3 activity, and expression of apoptosis-associated proteins during the cell death of H2373 mesothelioma cells treated by H342 for different times. The cells shrink, become circular, and lose contact with neighboring cells as nuclear condensation occurs, forming half-moon shapes typical of apoptosis in a time-dependent fashion during 36 µM H342 treatment (Figure 2). The apoptotic nature of this death has been further confirmed by measurement of caspase activation, translocation of cytochrome *c*, and levels of apoptosis-associated proteins in H2373 cells treated for different intervals with 36 µM H342. Consistent with caspase 3 activation (Figure 1B), cytochrome *c* is translocated from the mitochondria to the cytosol in the response to H342 treatment (Figure 1C). Figure 1D shows that degradation of PARP, inhibition of apoptosis protein 1 (c-IAP1), c-IAP2, and survivin is associated with a decrease in pro-caspase 3 levels in H342-treated H2373 cells.

**Figure 1:**
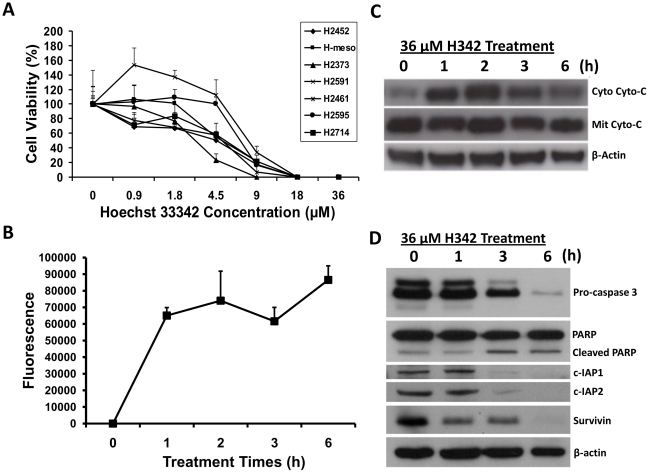
Effect of H342 on cell viability, caspase 3 activity, cytochrome *c* translocation, and apoptosis-associated protein levels. A, Effect of H342 on cell viability of 7 human mesothelioma cell lines. 7 mesothelioma cell lines were treated with different concentrations of H342 (0–36 µM) for 24 hours. Cell viability was determined by MTT assay. Line chart represents the cell viability (%) with mean + SE. B, Measurement of endogenous caspase 3 activity after 36 µM H342 for different times in H2373 cells. Line chart indicates relative fluorescence units with mean + SE. C, Determination of cytochrome *c* translocation induced by 36 µM H342 for different times in H2373 cells. After treatment, the cytosolic and the mitochondrial fractions were isolated by differential centrifugation. Levels of cytochrome *c* in cytosolic and the mitochondrial fractions were determined by immunoblotting. D, Protein levels of poly (ADP-ribose) polymerase (PARP), inhibitor of apoptosis protein 1 and 2 (c-IAP1 and 2), and caspase 3 were determined by immunoblotting after H2373 cells were treated with 36 µM H342 for different times.

**Figure 2:**
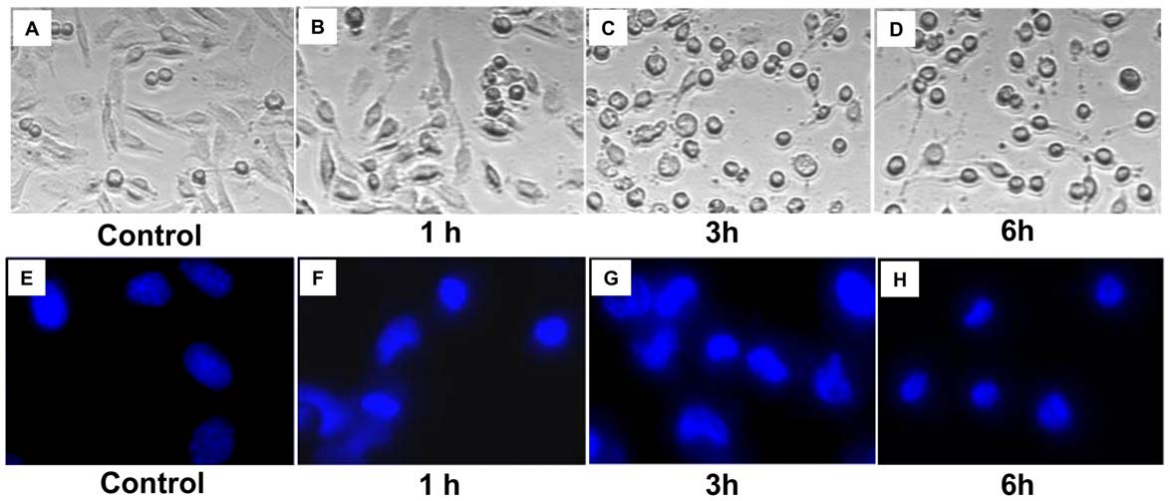
Characterization of morphological changes of H2373 cells induced by H342. A-D, The morphology of the cells was photographed with a microscope. E-H. Untreated and treated cells were rinsed with PBS buffer and stained with Hoechst 33342 (final concentration, 18 µM) for 10 minutes. After staining with Hoechst 33342, the morphological aspects of cell nuclei were observed with a fluorescence microscope.

### Antagonistic effect of Hoechst 33258 on Hoechst 33342-induced apoptosis

To determine the pharmacokinetic relationship between H342 and H258, we postulate that H342 and H258 share the same transport system due to their similarities in chemical structure. To test this hypothesis, we examined the effects of incremental doses of H258 and H342, alone or in combination, on the cell viability of H2373 mesothelioma cells by MTT assay. Consistent with previous results, both MTT and cell morphological results show that H258 fails to induce cell death after 6 hour and 24 hour treatment at different concentrations when compared to H342-treated and H258-pre-treated groups (Figure 3 and 4A). In contrast, cell viability, as determined by MTT assay, reveals that H258 decreases H342-induced apoptosis by 33% to 57% in a dose-dependent manner (Figure 4A). Morphological data indicate combined treatment of H342 and H258 delays cell morphological changes at least for two hours when compared to H342 treatment alone or H258-pretreated group, suggesting H258 effectively delays the entry of H342 into cells (Figure 3). To further analyze drug antagonism between the two Hoechst dyes, a dose response curve is generated for Hoechst dyes in H2373 mesothelioma cells using Calcusyn software (Figure 4B). Consistent with MTT data, the combination treatment causes a significant decrease in H342-induced apoptosis when compared to that achieved in response to solely H342 (Figure 4B). The fraction of cells affected in response to each treatment is utilized to perform antagonistic analysis with Calcusyn. The CI (combination indices) as formulated by the software, revealed values of more than 1.0, indicating an antagonistic interaction between H258 and H342 when they are combined (Table 1). This analysis further confirms the drug antagonism between the two Hoechst dyes.

**Figure 3:**
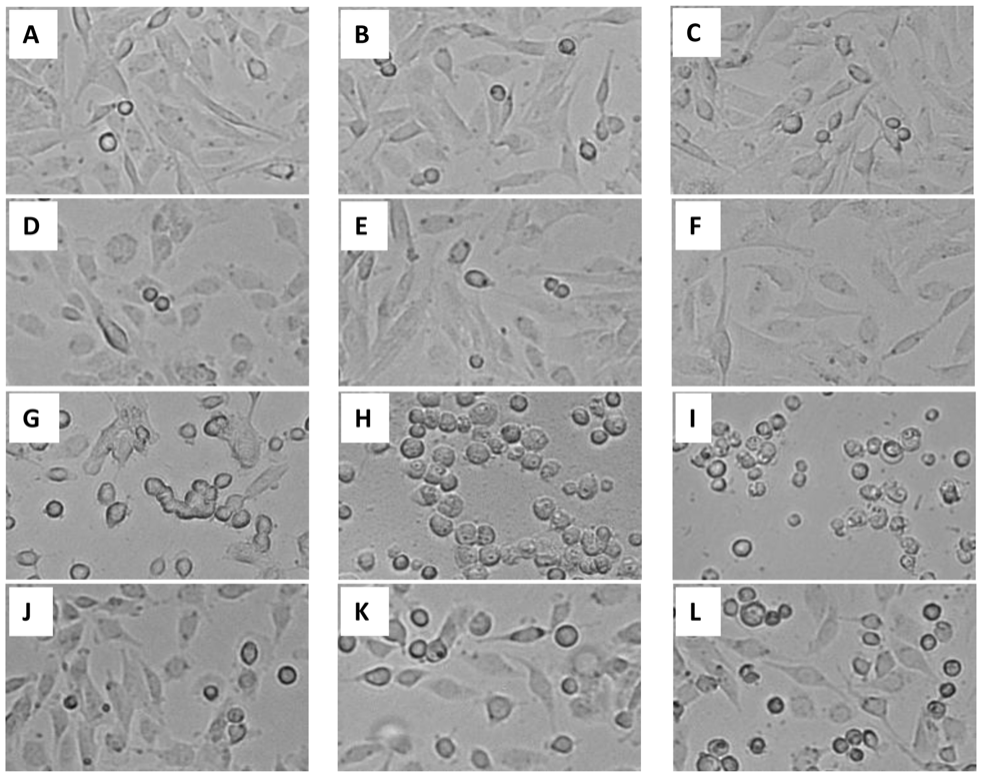
Effect of H258 on morphological changes induced by H342 in H2373 cells. H2373 mesothelioma cells were treated with H342 or H258 alone, or combination of H342 + H258 for different times. Control: A (1h), B (3h) and C (6h); 36 µM H258-treated: D (1h), E (3H), F (6h); 36 µM H342-treated: G (1h), H (3h), I (6h); 36 µM H258- and 36 µM H342-treated: J (1h), K (3h), L (6h).

**Figure 4:**
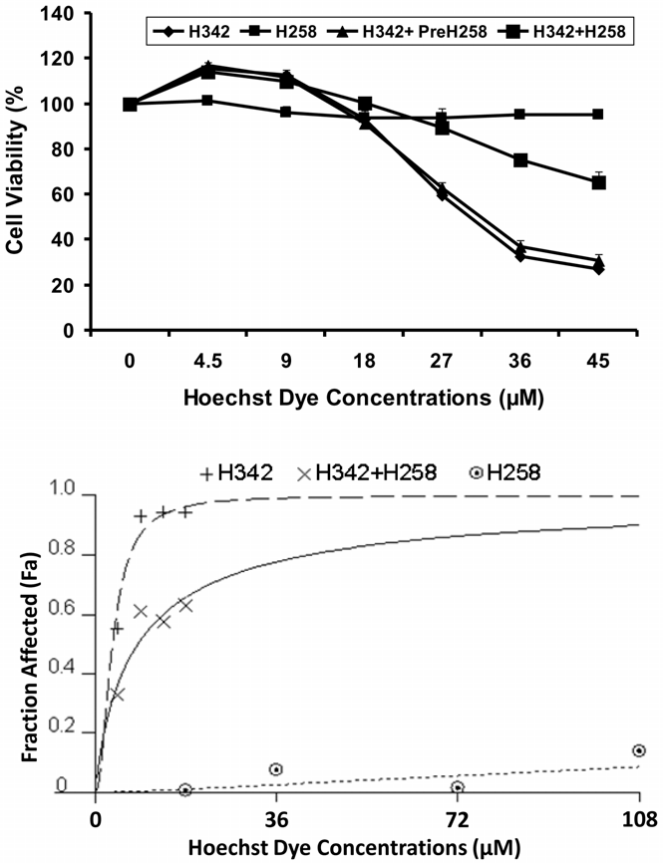
Antagonistic effect of H258 on H342-induced cell death in H2373 cells. A, Cell viability was determined by MTT assay after H2373 cells were treated by H342 or H258 alone, H258 pretreatment for 1 h followed by H342 treatment, or combination of H342 + H258 for different times. B, Antagonistic effect between H342 and H258 was analyzed by Calcusyn software to generate a dose response curve. Fa represents the fraction of cells that is growth inhibited in response to H342 and/or H258. This is calculated as 1 − fraction of surviving cells. Fa values for each treatment were used to conduct synergy analysis by CalcuSyn software as described in Materials and Methods.

**Table 1:** Combination indices for H342 and H258 treatment for 24 h, as computed by CalcuSyn for H2373 cells.

H342 (µM)	Fa	H258 (µM)	Fa	H342+H258 (Fa)	CI
4.5	0.0133	18	0.0054	0.0329	1.186
9	0.3218	36	0.0231	0.1735	1.416
13.5	0.8759	72	0.0391	0.2392	1.918
18	0.9342	108	0.1133	0.3050	2.356

Note: CI (combination indices)>1 indicates antagoniusm; Fa, fraction affected.

### Differential global gene expression profiles induced by Hoechst dyes

Since the thermodynamic features of DNA binding of H342 and H258 are similar, the pharmacokinetic differences in the entry of H342 and H258 into cells seem to be the initial cause of the different biological effects of Hoechst dyes [29]. Since AT rich sequences of DNA are primary binding sites of Hoechst dyes, we postulate that the different biological effects of Hoechst dyes eventually stem from differential global gene expression profiles defined by their unique gene expression signatures. To test the hypothesis, we performed oligo microarray analysis of gene expression profiles in H2373 mesothelioma cells after 3 hours of 36 µM H258 or H342 treatment. 

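H2373 cells, a line derived from a malignant pleural mesothelioma, were left untreated or given 36 µM of H258 or of H342 for 3 h. The dyes are analogs that differ at the terminal phenyl ring, where H258 carries a hydroxyl group and H342 an ethoxy group. RNA of each condition was amplified into biotinylated cRNA and hybridized to 1 Illumina BeadChip array, so 3 arrays were compared and all lay on the same BeadChip. There were no replicates, and the number of arrays limits the precision: no error and no p-value can be given for a gene, and a gene is called here by the size of its difference alone. The hours of culture of the untreated cells are not stated. The signals are averages over beads made with BeadStudio 3.1.3.0, with no background subtracted and no normalization between arrays, and each probe has a detection p against the negative control beads of its array. The file holds 48798 probes and names an earlier version of the same BeadChip than the text does. At a detection p under 0.05, 16169 probes were detected in untreated cells, 15115 under H258 and 15248 under H342. The median signals of the arrays were 133, 132 and 130.0 in the same order. Background was corrected with limma's neqc, which estimates it from the detection p and adds an offset of 16, and the arrays were then quantile normalized and put on a log2 scale. Each gene was represented by its brightest probe, which gave 18851 genes, of which 10779 were detected on at least 1 array. A gene was called higher or lower when it differed by at least 2-fold and was detected on at least 1 of the arrays compared. Where 1 side was not detected, the fold is a lower bound against the lowest detected signal of that array and is written as at least that size. Such a bound holds after background correction only, and folds of dim genes are smaller without the correction. The median of a gene list was set beside the medians of 10000 random lists with the same spread of expression levels, as a description and not as a test. Some lists were written after reading the paper, which shows values of these same arrays, so they are not independent of its classes.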

Utilizing data obtained from the HumanHT-12 v4 expression BeadChip kit (Illumina), we performed hierarchical clustering using the Mev version 4.5.1 software and constructed a dendrogram for Hoechst dye-treated samples. The concordance between the results from the hierarchical cluster analysis and Venn diagram indicated that the global gene expression pattern of H342 induction was different from that of H258 induction, revealing differential gene expression profiles of cells in response to H342 and H258 treatment (Figure 5). 

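AKR1C2, an aldo-keto reductase that reduces steroids and carbonyls, was 13.6-fold lower under H342 than under H258 when the treated arrays were compared directly. BDKRB1, the bradykinin B1 receptor, was 11.6-fold lower, CYP1B1, a cytochrome P450 induced through the aryl hydrocarbon receptor, was 11.2-fold lower and PTGS2, the inducible cyclooxygenase, was at least 9.16-fold lower. The mitotic motor CENPE was 8.85-fold higher under H342 than under H258, the kinetochore protein CENPF 5.18-fold higher and RN7SK, the small nuclear RNA that holds the elongation factor P-TEFb inactive, 5.14-fold higher. The sizes depend on the background correction: the log2 difference of AKR1C2 was -3.76 with it and -2.63 in the deposited value table, and that of CENPE 3.15 and 1.99. In all, 385 genes were higher and 380 lower by at least 2-fold under H342 than under H258, of 10296 tested. Measured against untreated cells, 62 genes were lower under both dyes and 12 were higher under both. There were 3 genes higher under H258 and lower under H342, the homeobox gene ISL1, the ubiquitin ligase gene FBXO32 and C1orf74, the last named after its values were seen, and 0 showed the opposite pair of directions. Without background correction, and likewise in the deposited value table, 16 genes were lower under both dyes, 0 higher under both and 0 higher under H258 and lower under H342. Over 10779 genes the log2 differences of the 2 dyes had a Pearson r of 0.38 and a Spearman rho of 0.42, across genes, which are not independent replicates. Both comparisons share the single untreated array, which by itself gives a correlation: 200 simulated sets of arrays in which no gene differed had a mean r of 0.50, a mean of 14.0 genes higher under both, a mean of 13.6 genes lower under both and a mean of 0.015 genes in opposite directions. The simulated r follows from equal noise on the 3 arrays, whatever the data. The covariance of the dyes was 0.0878, against a mean of 0.0770 in the simulated sets, which is set by the noise put in. Neither value measures a shared response. Over the 10352 genes tested under both dyes, where 73 were higher under H258 and 124 under H342 and 353 and 382 were lower, independent lists would share 0.874 genes higher, 13.0 genes lower and 2.69 genes higher under H258 and lower under H342, but this expectation leaves out the shared array.

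**Figure D1:**
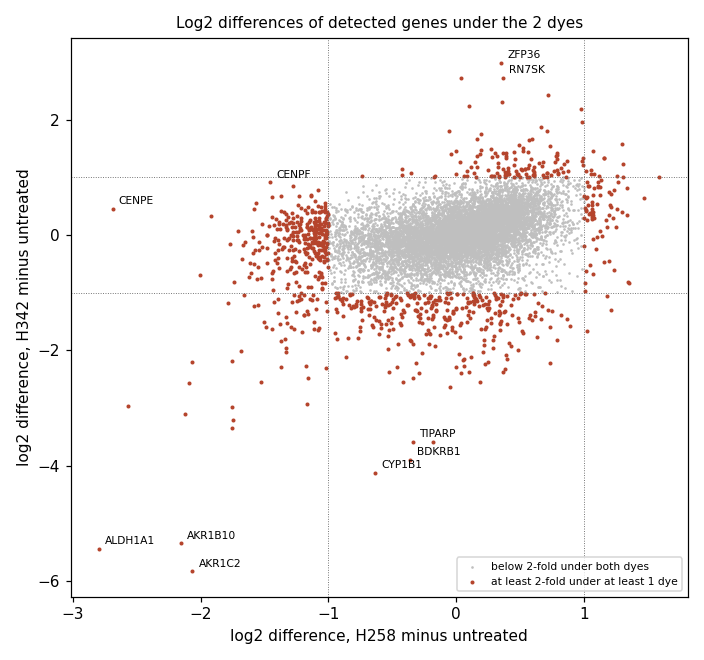
Log2 difference from untreated cells under H258 (x axis) and H342 (y axis), each point a gene detected on at least 1 array and dotted lines at 2-fold. AKR1C2, AKR1B10 and ALDH1A1 lie at the lower left, far lower under H342 than under H258, while CENPE and CENPF lie to the left of the H258 line only.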

To validate the results of our expression microarrays, we carried out quantitative RT-PCR analysis of the RNAs used in the expression microarray studies. 

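FOS, an immediate-early gene that encodes a subunit of the transcription factor AP-1, was at least 3.70-fold higher under H342 than in untreated cells after background correction, with a log2 difference of 1.12 without the correction and 1.24 in the deposited value table. Its signal was 285 under H342, and it was not detected in untreated cells or under H258. SMAD6, an inhibitory SMAD induced by BMP signaling, had a signal of 2834 in untreated cells and 832 under H342, a log2 difference of -1.82, and under H258 its log2 difference was 0.29. The readthrough transcript JMJD7-PLA2G4B, which joins a lysyl hydroxylase gene to a phospholipase gene, had a log2 difference of 1.80 under H342 and 0.71 under H258. JMJD7 by itself was not analysed here, because the files pair no probe with this symbol.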

We have analyzed a total of 4 genes: 2 genes that are up-regulated in H342-treated H2373 mesothelioma cells (Fos, JMJD7) and 2 genes that are down-regulated (SNIP1, SMAD6) (Figure 6). As shown in Figure 6A and 6B, we are able to confirm significant up- or down-regulation (P<0.05) as predicted from the microarrays. Recent study shows that SNIP1 is an important modulator of c-Myc activity [30] and c-Myc target genes encode global chromatin regulators (e.g., CTCF and hGCN5) and critical regulators of mitochondrial function such as TFAM and NRF1 [31]. 

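CTCF, a zinc finger protein that organizes chromatin loops and insulators, had a log2 difference of -1.01 under H342 and -0.05 under H258. TFAM, which packages and transcribes mitochondrial DNA, was lower under both dyes without reaching 2-fold, with log2 differences of -0.52 under H342 and -0.88 under H258. COX19, a copper-handling assembly factor of cytochrome c oxidase, had a log2 difference of -0.90 under H342 and 0.19 under H258. Of the other genes of this circuit, MYC had a log2 difference of -0.67 under H342 and KAT2A, the human GCN5 acetyltransferase, 0.40. The probes of NRF1 disagreed. Its brightest probe was not detected in untreated cells and was at least 1.20-fold higher under H342 and at least 1.30-fold higher under H258. Another was detected in untreated cells only, with -0.31 under H342 and -0.45 under H258. Among 28 detected genes of the MYC list, a set of MYC and its classical targets, 3 were lower by at least 2-fold under H342 and 0 higher, with a median of -0.11, lower than all but 2.57% of random lists. The cell cycle phosphatase CDC25A at -1.31 and the translation factor EIF4E at -1.09 were the lowest of them. Of 29 detected genes of mitochondrial DNA maintenance and expression, 2 were lower by at least 2-fold under H342, PPRC1 at -1.52 and MTERF1 at -1.34. None of 25 detected assembly factors of cytochrome c oxidase and none of 69 nuclear-encoded subunits of the respiratory chain reached 2-fold under either dye, and their medians under H342 were -0.06 and -0.01. The call of CTCF rests on the background correction, since its log2 difference was -0.82 without it and -0.77 in the deposited value table, where EIF4E at -0.60 and MTERF1 at -0.71 also fell short of 2-fold. Mitochondrially encoded genes were not analysed here.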

Since mitochondrial dysfunction is a hallmark of H342-induced apoptosis [32]–[34] we have further chosen two c-Myc target genes (e.g., CTCF and TFAM) and COX19 that are downregulated in H342-induced gene expression profile to test the relevance of SNIP1-mediated c-Myc target genes and COX19 [35] to chromatin structure/function and mitochondrial function [31]. Figure 7A and 7B show the downregulated gene expression of CTCF, TFAM and COX19 induced by 36 µM H342 treatment for 3 hour, indicating the potential molecular basis of chromatin and mitochondria dysfunction in H342-treated cells. Figure 7C is a schematic diagram of H342-induced mitochondria dysfunction through SNIP1 and COX19. The present study represents the first large-scale and high-quality transcriptome analysis in Hoechst dye-induced gene expression.

**Figure 5:**
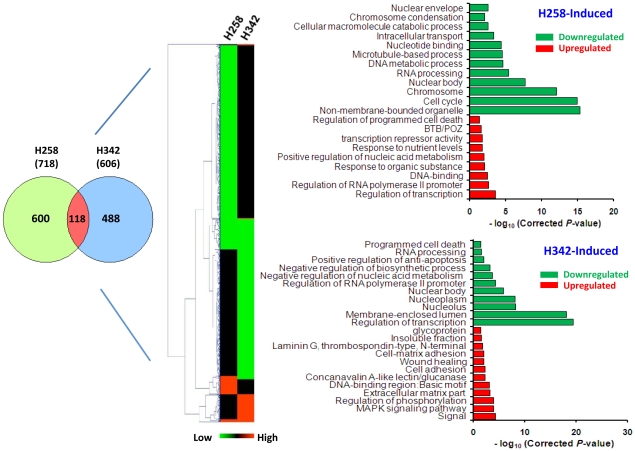
Differential gene expression profiles induced by H258 and H342. Venn diagram (left) illustrating overlap between changes identified with H342- and H258-induced differential gene expression profiles. Hierarchical cluster (middle) indicating differential gene expression induced by H258 and H342: red (up-regulated) and green (down-regulated). Gene ontology analysis (right) (*P*-values represent a Bonferroni-corrected EASE score). These genome-wide gene expression profiles were normalized by untreated H2373 cell gene expression profile.

**Figure 6:**
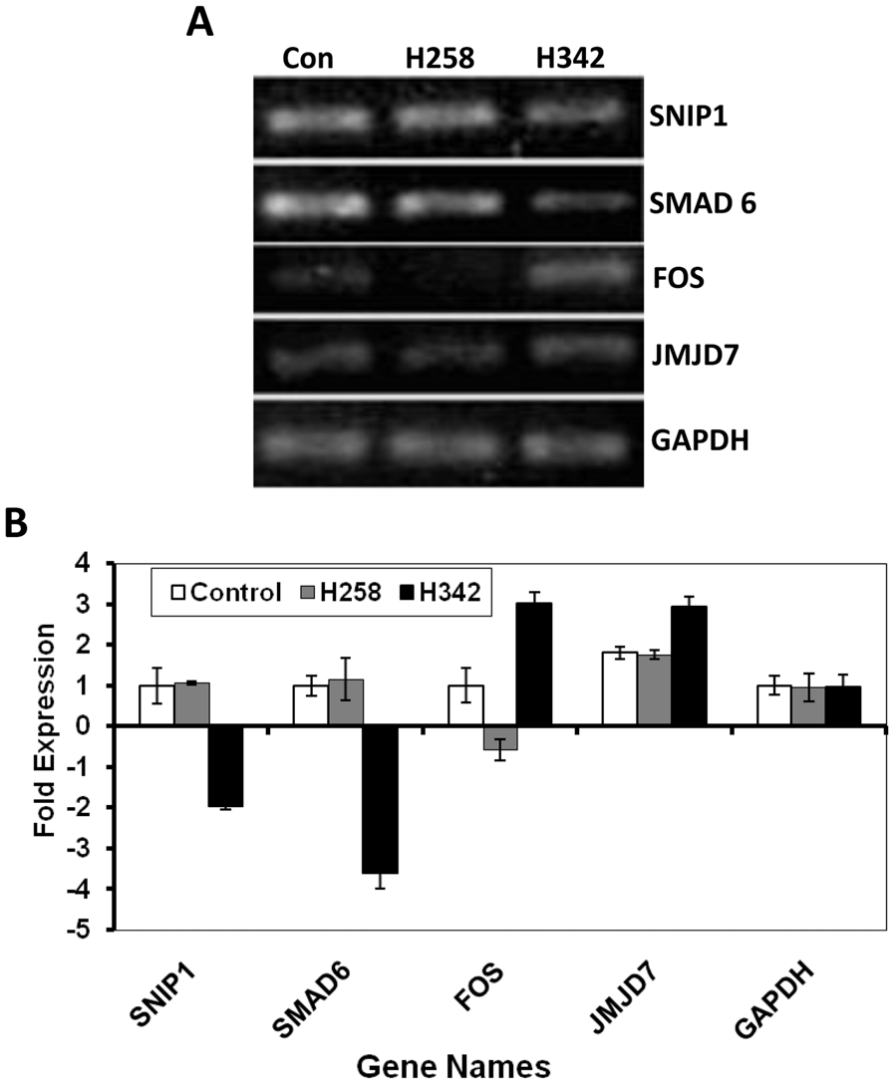
Real-time RT-PCR for microarray data validation. A, Four gene products of the real-time RT-PCR were visualized after separation on an agarose gel. B, Comparing differences of PCR cycles of four genes.

**Figure 7:**
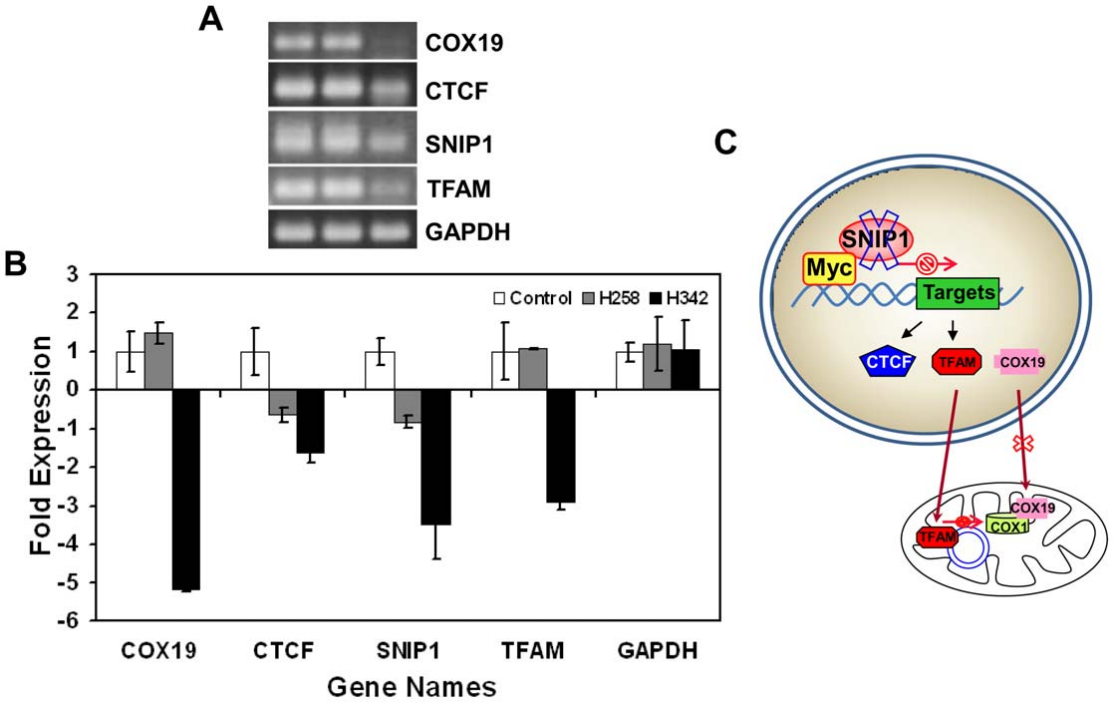
H342 downregulates SNIP1-stimulated gene expression of c-Myc target genes that are associated with mitochondrial function in H2373 MPM cells. A, Four gene products of the real-time RT-PCR were visualized after separation on an agarose gel. B, Comparing differences of PCR cycles of four genes. C, Schematic diagram of H342-induced mitochondria dysfunction through SNIP1 and COX19. In untreated H2373 MPM cells, C-terminus of nuclear protein SNIP1 interacts with the N-terminal c-Myc, resulting in enhanced transcriptional activation of c-Myc-dependent genes [30]. In addition, COX19 participates in the biogenesis mitochondrial respiratory chain complexes [35]. H342 rapidly attenuates gene expression of SNIP1 and consequently causes downregulation of c-Myc target genes such as TFAM, resulting in downregulation of gene expression of mitochondria such as COX1 [34]. COX19 downregulation fail to organize cytochrome c oxidase. Overall, these alterations of gene expression induced by H342 may lead to mitochondrial dysfunction, for good reason-H342-induced apoptosis is a mitochondria-mediated apoptosis.

### Two unique gene expression signatures induced by two Hoechst dyes

A gene signature consists of a list of genes whose expression is correlated with the biological state of interest. Applying highly stringent criteria, our global gene expression data have demonstrated that 99 genes are upregulated and 582 genes are downregulated after 3 hour H258 treatment, whereas 191 genes are upregulated and 490 genes are downregulated after 3 hour H342 treatment. 

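The lowest genes under H342 encode enzymes that detoxify aldehydes and carbonyls: AKR1C2 was 56.9-fold lower than in untreated cells, AKR1B10 40.6-fold lower and ALDH1A1 at least 28.8-fold lower. These folds rest on the background correction, since the log2 differences of AKR1C2 and AKR1B10 were -5.83 and -5.34 with it and -4.55 and -3.95 in the deposited value table. The same genes were lower under H258 by smaller folds, 4.18 for AKR1C2, 4.46 for AKR1B10 and 6.95 for ALDH1A1. Of 11 detected transcripts of lung carcinoma cells that make much of these enzymes, a list added after the values of AKR1C2 and the others were seen, 3 lay above 0 under H258 and 5 under H342, and the medians were -0.45 and -0.24. Among them S100P was at least 2.46-fold lower under H258 and at least 2.49-fold lower under H342. FGG was lower without reaching 2-fold by its bound, at least 1.87-fold and at least 1.89-fold. Both were detected in untreated cells only and are named after their values were seen, and under H258 in the deposited value table they had -0.69 and -0.57. KYNU, an enzyme of tryptophan breakdown, was 4.36-fold lower under H258 and 8.64-fold lower under H342, and the peptide hormone gene NTS was at least 4.39-fold and at least 4.45-fold lower. FBXO5, an inhibitor of the anaphase-promoting complex, was 3.38-fold lower under H258 and 7.86-fold lower under H342. TIPARP, a target of the aryl hydrocarbon receptor, was 12.0-fold lower under H342 with a log2 difference of -0.34 under H258. Under H258, 81 genes were higher and 353 lower by at least 2-fold, of 10550 tested. Only 3 of the genes higher under H258 with an established name kept 2-fold in the deposited value table and without background correction. These were LFNG, a glycosyltransferase that modifies Notch receptors, at 2.53-fold, TXNIP, an inhibitor of thioredoxin, at 2.31-fold and FBXO32 at 2.27-fold. Under H342, 132 genes were higher and 382 lower, of 10581 tested. The highest were ZFP36, which speeds the decay of AU-rich messenger RNAs, at 7.88-fold, RN7SK at 6.61-fold and RIMBP3 at least 6.33-fold. Simulated arrays in which no gene differed, with the spread of these arrays, gave on average 183 calls against 434 observed under H258 and 181 against 514 under H342, so single calls near 2-fold are not separated from noise. The simulated calls count both directions and favour neither. The noise put in was estimated from the differences between these arrays, so it also holds any real differences. The 81 genes higher under H258 are no more than it gives, which does not show that they are noise. The excess over it lies among the 353 lower. Without background correction the counts were 3 higher and 109 lower under H258 and 26 higher and 146 lower under H342.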

To gain insight into the biological meaning of the Hoechst dye–specific signatures, we used David Bioinformatics Databases (http://david.abcc.ncifcrf.gov/) to examine the expression of a compendium of differential expression gene profiles representing specific ontology terms in response to H258 treatment and H342 treatment, respectively [36]. To lend biological relevance to these gene profile data, we have examined the lists of up-and down-regulated genes for over-representation of any functional classes using the DAVID Bioinformatics Database. In H258-induced gene expression profiling, nine classes were significantly over-represented among the upregulated genes of H258 treatment. These genes are mainly involved in regulation of transcription (26%), DNA binding (19%), response to organic substances and nutrients (10%), and apoptosis (10%). 

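Genes of zinc finger and other transcription factor families, counted by their symbols or older names, made up 12 of the 81 genes higher by at least 2-fold under H258, 14.8%, against 6.19% of the genes tested. Outside the zinc finger families, 265 transcription factor genes were detected, of which 6 were higher and 10 lower by at least 2-fold, with a median log2 difference of 0.13, above 96.8% of random lists. This median was 0.059 with no normalization between arrays, 0.060 with cyclic loess and 0.041 with no detection filter. HOXB6, a homeobox gene, had a log2 difference of 1.30, while the forkhead gene FOXN2 had -1.62 and CEBPZ -1.61. Of 408 detected zinc finger genes, 6 were higher and 21 lower, and their median of 0.01 turned to -0.04 with no normalization between arrays and with cyclic loess. ZNF121, which was not detected under H258, was at least 2.31-fold lower, and ZMYM2 had a log2 difference of -1.52. Of 28 detected immediate-early and short-lived response genes, 1 was higher, IER2 at 1.07, and 0 were lower, with a median of 0.29 above 99.7% of random lists. None of 33 detected pro-apoptotic genes and caspases reached 2-fold under H258, and of 19 detected anti-apoptotic genes only BIRC2 did, at -1.05. In the deposited value table HOXB6 at 0.67, IER2 at 0.58, ZMYM2 at -0.82, ZNF121 at -0.85 and BIRC2 at -0.97 fell short of 2-fold. The share of transcription factors rests on few calls and on the background correction. The genes higher under H258 are no more than simulated noise gives, though that noise also holds any real differences. Only LFNG, TXNIP and FBXO32 were higher under H258 without the correction and in the deposited value table. Of these 3, 0 belong to the families counted.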

Five functional classes out of nine are associated with gene transcription and DNA binding (34) (Figure 5). In contrast, 582 genes are downregulated and found to be related to regulation of nuclear components (chromosomes, microtubules, the nuclear body, etc.) and nuclear biological processes (cell cycle, macromolecule metabolism and assembly, etc.) 

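CENPE, the kinesin that carries chromosomes to the spindle equator, was 6.45-fold lower under H258, and its log2 difference under H342 was 0.46. KIF18A, a kinesin that shortens spindle microtubules, was 3.45-fold lower under H258. Of 73 detected mitotic genes, 18 were lower and 0 higher by at least 2-fold under H258, with ASPM at -1.55 and KIF14 at -1.46 next in order. The median of these 73 genes was -0.43 on the log2 scale, below all 10000 random lists, and -0.07 under H342, where CDC25A and KIF18A were lower by at least 2-fold. Of 37 detected genes of condensin, cohesin and chromosome structure, 9 were lower and 0 higher under H258, with a median of -0.46, again below all random lists. The cohesin subunits STAG2 at -1.59 and SMC3 at -1.38 and the cohesin loader NIPBL at -1.48 were the lowest of them. Of 59 detected microtubule genes, 7 were lower and 0 higher, among them the centrosome proteins CEP152, at least 3.75-fold lower, CEP135 at -1.67 and CEP70 at -1.57, of which CEP135 at -0.98 and CEP70 at -0.88 fell short of 2-fold in the deposited value table, as did KIF18A under H342 at -0.84. Of 51 detected genes of the nuclear envelope and pore, only TPR was lower by at least 2-fold, at -1.44. None of 32 detected genes of nuclear bodies reached 2-fold under H258, with a median of -0.09. None of 50 detected DNA replication genes did either, and their median was 0.04, which turned to -0.01 with cyclic loess. Mitotic genes with long coding regions had a median of -1.02 under H258 over 17 genes, against -0.01 over 19 mitotic genes with short coding regions, a division made after values of some of them had been seen and without CENPE, CENPF, KIF18A, TOP2A and BIRC5. Lower values were not confined to these classes: 29 other genes with long AT-rich coding regions, a list of genes that are not mitotic added after the mitotic result was seen, had a median of -0.57 under H258, also below all random lists. Length and base composition were taken from background knowledge and not from a sequence.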

(Figure 5). Thus, it is likely that upregulation of the transcription regulation genes and downregulation of the nuclear structure and cell cycle genes are the signature of the H258-induced gene expression profile. In H342-induced gene expression profiling, twelve classes are significantly over-represented among the upregulated genes. These genes are involved in intracellular biological processes (signal, MAPK signaling pathway, cell adhesion, etc.) and cellular components such as the extracellular matrix part (Figure 5). These data suggest that cells prevent H342-induced damage by enhancing intracellular biological processes and reinforcing cellular components. Among the down-regulated genes, thirteen classes are found to be related to the regulation of nuclear metabolism, including nuclear components and nuclear biological processes (Figure 5). In contrast to the H258-downregulated gene expression profile, H342 mainly targets nuclear processes, in particular, transcription regulation (30%). Thus, it is likely that downregulation of the genes of transcription regulation is the H342-specific gene expression signature.

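Genes of MAPK signaling went in both directions under H342, with 4 higher and 5 lower by at least 2-fold of 100 detected. GADD45G, an activator of stress kinases, had a log2 difference of 1.51, while DUSP6 and DUSP10, phosphatases that switch MAP kinases off, were lower by at least 2.64-fold and at least 2.07-fold. DUSP1, of the same kind, had -0.45. The median of the MAPK genes was 0.02, which turned to -0.07 with no normalization between arrays and to -0.02 with cyclic loess. Of 14 detected dual-specificity phosphatases and Sprouty proteins, feedback inhibitors of the same pathway, 4 were lower and 1 higher, with a median of -0.54 below all random lists. SPRY2 had a log2 difference of -1.56, and SPRY4 was at least 2.84-fold lower. DUSP6, DUSP10 and SPRY4 fell short of 2-fold in the deposited value table, at -0.86, -0.80 and -0.81. Genes of the extracellular matrix and matrix adhesion had a median of 0.38 over 58 detected genes, above all random lists. Only 2 of them were higher by at least 2-fold, the collagens COL16A1 and COL7A1, both at 1.17. Another 2 were lower, the fibrillar collagen COL5A2 by at least 4.36-fold and THBS2, a matrix glycoprotein, at -1.07. COL16A1 at 0.60 and THBS2 at -0.55 fell short of 2-fold in the deposited value table. Under H258 the median of the matrix genes was 0.23, above 99.9% of random lists. There 0 members were higher and 2 lower by at least 2-fold, among them COL5A2 at 4.19-fold. Another list, of 28 genes with long GC-rich coding regions that was added afterwards and holds matrix genes such as LAMA5, HSPG2 and AGRN, had a median of 0.34 under H342 and 0.35 under H258, above all random lists in both. The length and base composition of these genes come from background knowledge and not from a sequence. The list of fibroblast markers shares collagens and other genes with the matrix list. Of its 8 detected genes, 7 lay above 0 under each dye, with medians of 0.25 under H342 and 0.37 under H258. These medians lay above 90.3% and 97.8% of random lists.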

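ZNF35, a zinc finger gene, had a log2 difference of -2.24 under H342 and 0.23 under H258, and ZNF830 had -2.14 and 0.06. Of 408 detected zinc finger genes, 63 were lower and 4 higher by at least 2-fold under H342. Their median of -0.24 lay below all random lists. Of 265 detected genes of other transcription factor families, 29 were lower and 8 higher, with a median of -0.08 that was under all but 0.02% of random lists. ATOH8, a basic helix-loop-helix factor, was lowest at -2.29, and SNAI2, a repressor of E-cadherin, was at least 2.95-fold lower. Together, genes of these families, counted by their symbols or older names, made up 91 of the 382 genes lower under H342, 23.8%, against 6.14% of the genes tested, and 12 of the 132 genes higher, among them ZFP36, which acts on messenger RNA and not on transcription. The families made up 26 of the 146 genes lower without background correction and 26 of the 140 genes lower in the deposited value table. The same families made up 88 of the 380 genes lower under H342 than under H258 in the direct comparison. Of 92 detected general transcription factors and Mediator subunits, 5 were lower and 1 higher. MED9 had a log2 difference of -1.32 and the initiation factor GTF2B -1.18, while TAF15 had 1.40. MED9 at -0.69 and GTF2B at -0.96 fell short of 2-fold in the deposited value table. Genes of nuclear bodies had 5 lower and 0 higher of 32 detected, led by COIL, the scaffold of Cajal bodies, at -1.89 and TOPORS at -1.60. From the classes over-represented among the genes of each direction, the paper proposes that downregulation of genes of transcription regulation is the signature of H342, and that upregulation of transcription regulation genes with downregulation of nuclear structure and cell cycle genes is that of H258.

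**Figure D2:**
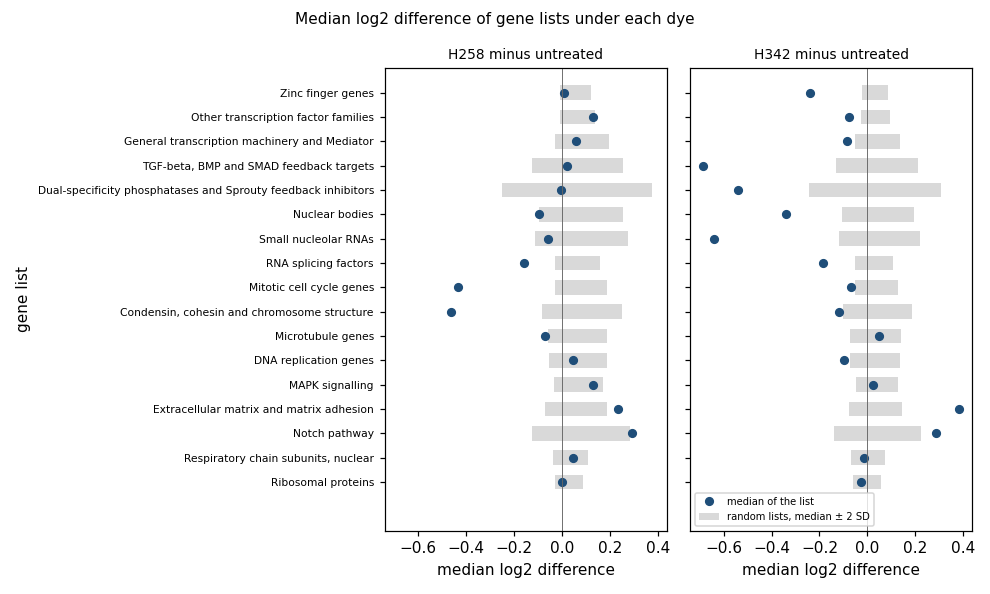
Median log2 difference from untreated cells of gene lists under H258 (left) and H342 (right), as points, with grey bars for the median of random lists of matched expression ± 2 SD. Mitotic and chromosome genes lie left of their bars under H258, and zinc finger genes, genes of the TGF-β list, nuclear body genes and small nucleolar RNAs lie left of theirs under H342.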

### Identification of signal transduction pathways consisting of these gene signatures

H258-upregulated and H342-downregulated genes that involve transcription regulation are the signatures of differential global gene expression profiles induced by H342 and H258. 

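ID1, an inhibitor of basic helix-loop-helix factors induced by BMP signaling, had a log2 difference of 0.89 under H258 and -1.58 under H342. DDIT3, a stress-induced factor of the C/EBP family, had 0.82 and -1.39 in the same order, and CITED2, a coactivator that competes with HIF-1, 0.82 and -0.88. The helix-loop-helix repressor MSC had 1.01 and -0.84, and ZBTB9 had 1.01 and -0.96. ISL1, a LIM homeobox factor, had 1.21 under H258 and was at least 2.42-fold lower under H342, where it was not detected. Between the treated arrays, ISL1 was at least 5.62-fold lower under H342 than under H258, ID1 5.54-fold and DDIT3 4.62-fold. ISL1, MSC and ZBTB9 fell short of 2-fold under H258 in the deposited value table, at 0.78, 0.95 and 0.75, as did ISL1 under H342.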

Comparing these two sets of genes shows a statistically significant overlap of only 7 genes, the majority of which is regulated in the same direction (Figure 8). To further find the enriched pathways of the two gene sets related to H342- and H258-induced transcription regulation, we performed an overrepresentation pathway analysis on Genomatix. Under the threshold of a P value of <0.05, there are 35 enriched pathways for 26 H258-upregulated genes and 10 enriched pathways for 148 H342-downregulated genes. Of the 10 enriched pathways for H342-downregulated genes (Table 2), 9, except for the vitamin D receptor, overlap with the pathways for H258-upregulated genes. 

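SMAD7, an inhibitory SMAD that shuts off TGF-β receptors, had a log2 difference of -1.72 under H342 and -0.24 under H258. The list of TGF-β, BMP and SMAD feedback targets also holds ligands, receptors and antagonists of these pathways. Of its 26 detected genes, 11 were lower and 1 higher by at least 2-fold under H342, with a median of -0.69 below all random lists. Under H258, 1 of them was lower, the BMP receptor BMPR2 at -1.18. The Notch pathway had 1 gene of 28 detected higher under H342 and 0 lower. That gene was HES1, a repressor induced by Notch, at 1.87, and the median of the list was 0.29 under each dye. Of 32 detected Wnt pathway genes, 2 were lower under H342, the secreted Wnt inhibitor DKK1 at -2.55 and the corepressor TLE4 at -1.02, and DKK1 had -1.53 under H258. Of 28 detected genes of the retinoblastoma and E2F list, 4 were lower under H342, among them E2F6 at -1.45, E2F7 at -1.19 and CDKN1A, the inhibitor of cyclin-dependent kinases known as p21, at -1.43. Under H258, LIN9 at -1.58 and RB1 itself at -1.01 were lower. Of 27 detected p53 targets, 3 were lower and 0 higher under H342, with the phosphatase PPM1D at -1.47. Of 12 detected targets of the aryl hydrocarbon receptor, 3 were lower under H342, CYP1B1 at -4.12, TIPARP at -3.59 and the aldehyde dehydrogenase ALDH3A1 by at least 5.88-fold. In the deposited value table BMPR2 at -0.75, LIN9 at -0.90 and RB1 at -0.70 under H258 and PPM1D at -0.96 and TLE4 at -0.81 under H342 fell short of 2-fold. Genes of the PPARγ, histone deacetylase and vitamin D receptor pathways were not analysed here as lists.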

Of the 7 shared genes, 5 genes (e.g. Cited2, DDIT3, Isl1, id1 and MSC) involve 8 H342-enriched pathways. These data further prove both Hoechst dyes may share the same primary targets.

**Figure 8:**
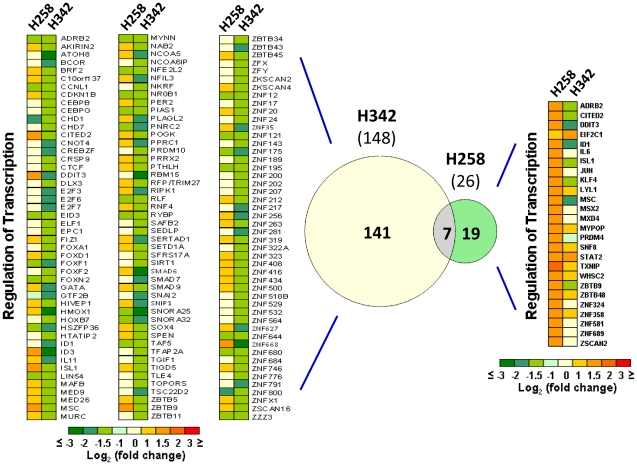
Comparison of gene expression signatures induced by H258 and H342. Heat map showing kinetics of changes in expression of transcription regulation genes identified in H342- and H258-induced global gene expression profiles based on DAVID Bioinformatics Database gene descriptions.148 H342-downregulated transcription regulation genes (left). Venn diagram (middle) illustrating 7 overlapped genes between H342-downregulated and H258-upregulated genes of transcription regulation. 26 H258-upregulated transcription regulation genes (right).

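In the panel of genes higher under H258, 26 names could be read and 24 had a detected probe. All 24 were higher under H258, 24 by at least 1.5-fold and 7 by at least 2-fold, with a median log2 difference of 0.85. In the deposited value table 1 of them was higher by at least 2-fold. Under H342 the same genes had a median of -0.01, and 11 of them were also higher. In the panel of genes lower under H342, 143 gene names could be read, of which 136 had a detected probe. All 136 were lower under H342, 136 by at least 1.5-fold and 96 by at least 2-fold, with a median of -1.20. In the deposited value table 37 were lower by at least 2-fold. Under H258 their median was -0.14, and 81 of them were also lower. The study chose both sets of genes on these same arrays, so their direction is not independent evidence.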

**Table 2:** Pathways in which 148 H342-downregulated genes of transcription regulation involved.

Pathways	P-value	# Genes (obsreved)	# Genes (total)
NOTCH	7.72E-07	20	580
TGF BETA	6.34E-06	31	1408
RETINOBLASTOMA 1	1.98E-05	12	277
MOTHERS AGAINST DPP HOMOLOG	1.49E-04	19	758
WINGLESS TYPE	2.62E-03	19	954
PEROXISOME PROLIFERATOR ACTIVATED RECEPTOR GAMMA	2.73E-03	10	350
HISTONE DEACETYLASE	3.49E-03	8	247
TUMOR PROTEIN P53	3.95E-03	19	989
ARYL HYDROCARBON RECEPTOR	7.14E-03	6	168
VITAMIN D (1,25 DIHYDROXYVITAMIN D3) RECEPTOR	8.21E-03	5	123

## Discussion

Hoechst 33342 (H342) is a novel apoptotic inducer in different types of cancer cell lines [17] and species [28]. Conventionally, apoptosis occurs via two main pathways: the intrinsic pathway mediated by mitochondria, resulting in the activation of caspase 9, or the extrinsic pathway mediated by the activation of death receptors (Fas and TNFR), involving the activation of caspase 8 [17], [37]. Cytochrome *c* release is a crucial step in the mitochondrial or intrinsic pathway due to its ability to activate caspase 3. Since both the extrinsic and intrinsic pathways converge at caspase 3, cytochrome *c* release can be used to determine the pathway involved. Capase 3, together with other effector caspases (such as caspase 7 and 6), orchestrates the dismantling of diverse cell structures through cleavage of specific substrates [38]. Caspases, including caspase 3, exist as inactive proenzymes that undergo proteolytic processing at conserved aspartic residues to produce a cleaved active enzyme that is detected by immunoblot. A classical substrate for caspase 3 is poly ADP ribose polymerase (PARP). Our results show that degradation of PARP, inhibition of apoptosis protein 1 (c-IAP1), c-IAP2, and survivin are associated with a decrease in pro-caspase 3 levels and an increase in caspase 3 activity that are related to cytochrome *c* translocation from the mitochondria to the cytosol. Degradation of PARP impairs the DNA repair process, whereas c-IAP1, c-IAP2 and survivin downregulation disarms their antiapoptotic capacity [39], thus enhancing the apoptosis process. However, it is important to note that in this study, the signal of cleaved caspase 3 is undetected by immunoblotting. This raises the question of whether the synthetic peptide corresponding to residues that have been used for antibody generation is not included in the activated caspase 3 when H342-induced cleavage occurs, indicating the possibility of other cleavage sites for caspase 3 activation. Overall, H342-induced apoptosis is an intrinsic pathway-dependent apoptosis that is characterized by not only a morphological hallmark, but also the key biochemical features of apoptosis, including mitochondrial membrane potential [33], externalization of membrane phophoatidylserine [40], DNA fragmentation [40], [41], activation of caspase 3 associated with cytochrome *c* release (Figure 1C) [42], and cleaved caspase 3 substrates (Figure 1D). Moreover, H342-induced apoptosis is also associated with dysfunctions of Lactate oxidation [32] and fatty acid anabolism [43]. Thus, H342-induced apoptosis is complicated and still remains unclear.

Malignant pleural mesothelioma (MPM) is a deadly and asbestos-associated disease with patient survival from presentation of <12 months [44]. Unfortunately, no single therapy has proven effective in curing MPM, presumably because of the multiplicity of survival and chemoresistance pathways in these tumors [45]. Substantial improvements in survival will require the development of novel and more effective pharmacological interventions. In addition, nearly all MPM patients progress during or after first-line treatment, and second-line chemotherapy is being increasingly used in clinical practice. Therefore, second-line therapy of MPM remains an ideal field in which to test new chemotherapy agents as well as new therapeutic strategies, including anti-angiogenic compounds, small molecules or monoclonal antibodies that target different molecular pathways [46]. In the present study, H342 acts as a potent apoptotic inducer in mesothelioma cell lines, which indicates that MBs may hold promise as a novel therapeutic approach for MPM treatment.

Hoechst dyes are utilized for staining DNA to evaluate the cell cycle and apoptosis, and quantify viable cells in molecular biology [17]. H342 efflux technique has been widely used for identifying side population cells from a variety of tissues and species, including cancer cell lines and tissues. The efflux ability of the cells has been attributed to the high expression of the ATP binding cassette (ABC) transporter G2 and multidrug resistance protein 1 [47]. However, the mechanism by which a cell readily takes up Hoechst dyes remains unclear. The present results show that pretreatment of H258 for one hour fails to protect H2373 cells from H342-induced apoptosis, and H342 approaches its maximum peak emission spectra for the formation of H342-DNA complexes in spermatozoa after a 30 minute incubation period [48], thus indicating the antagonistic effect of H258 on H342-induced apoptosis is not associated with pre-occupied AT-rich DNA sequences by H258 (Figure 3A). However, since H342-induced apoptosis is partially blocked by H258, this implies that Hoechst dyes at least partially share the same transport system. Previous literature has suggested that H342 enters the cell by an unmediated diffusion transport mechanism through the cell membrane prior to DNA binding [48], [49]. In addition, our initial data shows that the components of the cell culture media affect the potency of H342-induced apoptosis [41]. Antagonism between Hoechst dyes and among Hoechst dyes and other components of the media may imply that there is existence of a mediated transport mechanism involving Hoechst uptake. Therefore, further experiments are required to determine whether or not Hoechst dyes pass through the cell membrane by not only simple diffusion, but also by mediated transport mechanisms. Our present result suggests that the pharmacokinetic reason for the two Hoechst dyes' diverse biological effects on the cell is due to differences in cell membrane transport of the two dyes into the cell.

In the present study, our gene expression profiles in response to the treatment of the two Hoechst dyes show differential global gene expression profiles with unique gene expression signatures. It is likely that upregulation of the transcription regulation genes and downregulation of the nuclear structure and cell cycle genes are the signature of the H258-induced gene expression profile. This signature discloses the molecular mechanisms behind previous findings: inhibition of constitutive heterochromatin condensation [50], prolongation of the G2 cycle [51], and enhancement of transgene overexpression [25]. In contrast to the H258 signature, it is likely downregulation of the genes involved in transcription regulation is the H342-specific gene expression signature. Consistent with H342-response gene expression signature, H342-induced apoptosis is not related to *de novo* synthesis of RNA and proteins [32], which is associated with rapid degradation of multiple critical proteins such as replication protein A [12], TATA box binding protein [10], fatty acid synthase [43]. There are approximately 2600 proteins in the human genome that contain DNA-binding domains, and most of these are presumed to function as transcription factors [52]. Thus, only a paucity of transcription regulation genes (less than 7% of the total transcription regulation genes) are affected by Hoechst dyes, indicating that Hoechst dyes are highly specific DNA binders. Of the 10 enriched pathways for 148 H342-downregulated genes of transcription regulation, 9 (except for the vitamin D receptor) overlap with the pathways for H258-upregulated genes of transcription regulation in enriched pathway analysis of the signatures of these two dyes, demonstrating their sharing similar primary targets. Since H342-downregulated genes of transcription regulation involve some critical pathways for cell survival and development such as Notch and TGF-β, etc (Tables 2) H342 like other DNA minor groove binders may be unnecessarily over-targeting many vital genes in the cells, which results in extreme intolerance [14]. Therefore, choosing some pathways targeted by H342 for pathway-targeted cancer therapy may be a way to minimize cytotoxicity and maximize therapeutic effectiveness of DNA minor groove binders. It is worth mentioning that several expected targets, such as helicase and topoisomerase I and II, are not detected by microarray analysis, suggesting that helicase and topoisomerases may not be the initial targets of Hoechst dyes. 

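TOP2A, the topoisomerase that untangles sister chromatids in dividing cells, was 2.56-fold lower under H258, with a signal of 7154 in untreated cells and 2857 under H258. TOP2B, the isoform that acts at transcribed genes, was 2.25-fold lower under H258. Under H342 the log2 differences were -0.21 for TOP2A and 0.18 for TOP2B. TOP1, the topoisomerase that nicks a single strand, had -0.46 under H258 and -0.09 under H342. Of 36 detected topoisomerases, helicases and related proteins, 4 were lower and 0 higher by at least 2-fold under H258. The other members were the RecQ helicases RECQL at -1.15 and BLM at -1.07. None of the 36 reached 2-fold under H342, where HELLS, a helicase of chromatin, had the largest difference at -0.64. RECQL and BLM fell short of 2-fold under H258 in the deposited value table, at -0.93 and -0.67. Under H258, 29 other genes with long AT-rich coding regions, in a list added after results were seen, had a median of -0.57, below all random lists. Their length and base composition were assigned from background knowledge and not from a sequence.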

The gene expression profile induced by camptothecin, a typical inhibitor of topoisomerase I, is characterized by downregulated genes involved in DNA metabolism and mitosis, and upregulated genes related to DNA damage stimulus and cell cycle arrest [53]. These differential gene expression profiles induced by camptothecin and the two Hoechst dyes demonstrate that drug-induced gene signatures may provide valuable information for drug reclassification, efficacy prediction, and toxicity evaluation.

## Materials and Methods

### MPM cell lines and Reagents

Seven cell lines (H2373, H2452, H2596, H2461, H2591, H-meso, and H2714) derived from patients with malignant plural mesothelioma were cultured in RPMI 1640 (HyClone) supplemented with 100 units/ml of penicillin, 100 µg/ml streptomycin, and 10% fetal calf serum (HyClone) [54], [55], [56]. Anti-PARP antibody was purchased from Biomed. Anti-caspase-3 antibody was purchased from Cell Signaling Technology and anti-actin antibody was from Sigma. Antibodies against survivin, c-IAP1, and c-IAP2 were from Santa Cruz Biotechnology, Inc. Anti-cytochome c antibody was from BD Bioscience. Fluorogenic caspase-3 specific substrate Ac-Asp-Glu-Val-Asp-AMC was from EMD Chemicals.

### MTT Assay

Determination of cell viability was studied using the MTT assay. Cells were seeded in a 96-well culture plate and subsequently treated with indicated agents for different times. After treatment, the cells were incubated with 0.5 mg/ml MTT reagent (Sigma) at 37°C for 3 h and then MTT medium was removed and 100 µL of DMSO added, followed by colorimetric analysis using a Victor3 Multilabel Plate Reader at 570 nm (Perkin Elmer). Results were plotted as the mean from triplicate experiments.

### Analysis of interaction between H342 and H258

Combination index (CI) method adapted for *in vitro* drug testing was used to determine the nature of interaction between the two agents as described previously [57]. CI was generated from MTT data by CalcuSyn software (Biosoft). Based on CI values, the extent of synergism/antagonism may be determined. In general, CI<1 suggests synergy, whereas CI >1 indicates antagonism between the drugs.

### Morphology Studies and Hoechst 33342 Staining

The treated and untreated H2373 cells were washed twice in PBS and fixed in PBS containing 1% paraformaldehyde. The morphology of the cells was then studied and photographed with a microscope.

Hoechst 33342 staining was used to observe the nuclear morphology of the cells through fluorescence microscope using a 320 to 350 nm filter. Untreated and treated cells were rinsed with PBS buffer and stained with Hoechst 33342 (final concentration, 18 µM) for 10 minutes. After staining with Hoechst 33342, the morphological aspects of cell nuclei were observed with a fluorescence microscope.

### Caspase-3 activity assay

Intracellular caspase-3 activities in cell extracts were determined by measuring the release of the AMC groups from a caspase-3 specific substrate Ac-Asp-Glu-Val-Asp-AMC. The treated and untreated cells were harvested. Cell extracts were prepared using RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 1.0% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS) with protease inhibitor cocktail (Sigma). The cell extract (30 µg) was then incubated in 100 µl of the reaction buffer (50 mM Tris–HCl, pH 7.5) along with 40 µM of caspase-3 substrate in a 96-well plate. The reaction mixture was incubated at room temperature for 10 min and the hydrolyzed fluorescent AMC groups were measured using a Victor 3 Multilabel Counter with an excitation filter of 380 nm and an emission filter of 460 nm (Perkin Elmer).

### Mitochondria isolation and cytochrome *c* release assays

Isolation of mitochondria and cytochrome *c* release assays were performed by differential centrifugation as described previously [58]. In brief, untreated and treated cells were homogenized in HM buffer (10 mM HEPES, pH 7.4, 250 mM mannitol, 10 mM KCl, 5 mM MgCl_2_, 1 mM EGTA) containing 1 mM phenylmethylsulfonyl fluoride and protease inhibitor cocktail (Sigma). The homogenate was centrifuged twice at 1000 × *g* for 5 min to remove nuclei and debris, and the resulting supernatant was centrifuged at 10,000×*g* for 10 min to sediment the low speed fraction containing mitochondria. The mitochondria were washed twice with the HM buffer and resuspended in RIPA buffer with protease inhibitor cocktial (Sigma). The purity of cytosolic and mitochondrial fractions is determined by flow cytometry when the two fractions are stained by JC1, a specific mitochondrial indicator (Figure S1) [33]. For detection of cytochrome *c* release, cytochrome *c* concentrations in the cytosol and the mitochondria were determined by immunoblotting with anti-cytochrome *c* antibody (BD Pharmingen) as described below.

### Measurement of apoptosis-associated proteins by Immunoblotting

Proteins (30 µg) from either total cell lysates or cytosolic and mitochondrial fractions of untreated and H342-treated H2373 cells were separated by 12% SDS-PAGE and then transferred onto PVDF membranes. The membrane was incubated with antibodies against the following proteins: PARP, c-IAP1, c-IAP2, survivin, caspase 3, cytochrome *c* and β-actin. Secondary antibodies conjugated with horseradish peroxidase were visualized with enhanced-chemiluminescence substrates (Pierce).

### RNA extraction

Total RNA from the untreated and treated H2373 mesothelioma cells was extracted using RiboPure™ Kit (Ambion), according to the manufacturer's instruction manual.

### Microarray Expression Profiling

Microarray expression profiling was performed by the Applied Genomics Technology Center (Wayne State University). The RNA was amplified into cRNA and biotinylated by *in vitro* transcription using the Illumina® TotalPrep RNA Amplification Kit (Ambion) according to the manufacturer's protocol. Biotinylated cRNAs were purified, fragmented, and subsequently hybridized to an Illumina Human-12 v4 Expression BeadChip (Illumina). Microarray data have been submitted to the Gene Expression Omnibus (GEO) database (accession no.GSE28616). All data is MIAME compliant.

### Global gene expression analysis and signal pathway analysis

Functional interpretation of differentially expressed genes was analyzed in the context of gene ontology using the DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/). The differentially expressed genes induced by two Hoechst dyes were categorized, compared to genetic categories in the David database, and ranked according to p-values [36]. Hierarchical clusters of global gene expression profiles were analyzed by the Mev version 4.5.1software and enriched pathways of gene expression signatures were analyzed by Genomatix software.

### Real-time RT-PCR for microarray data validation

To validate microarray data, 50 ng of total RNA was reverse transcribed using MMLV reverse transcriptase enzyme (Promega) in the presence of the RNase inhibitor RNAsin (2 units/µl) (Promega). Real-time PCR amplification was performed with the ABsolute QPCR SYBR Green Mix (Thermo Scientific) on a MJ Research DNA Engine Opticon (MJ Research). The initial denaturation step was at 95°C for 5 min, followed by 40 cycles of amplification at 95°C for 30s, 60°C for 30s and 72°C for 30s. PCR products were separated on a 2% agarose gel and stained with ethidium bromide. The primers used in the real-time PCRs are shown in additional file1: Table S1.

### Statistical analysis

Statistical differences between treatment groups were measured using a Student's t-test. P-values <0.05 were considered significant.

## Supporting Information

Figure S1 Determination of the amounts of the mitochondria in different fractions after fractionating the mitochondria from cultured H2373 MPM cells. The mitochondria of H2373 cells were extracted using the centrifuge-based method [58]. A, Mitochondrial fraction without JC-1 staining (0.2% mitochondria or UL+UR areas); B, Supernatant after first centrifuge (55.29%); C, Cytosolic fraction (15%) after second centrifuge; D, Mitochondrial fraction (99.11%) after second centrifuge. Since protein abundance is higher in the cytosolic fraction than that in the mitochondrial fraction, the ratio of mitochondrial amounts between the two fractions is about 500-1000 times according to the protein amount that you load for the SDS-PAGE gel.
(TIF)

Table S1 Primer sequences used for real-time RT-PCR in microarray validation analysis.
(DOC)

# Supplementary material for: New Insight into the Molecular Mechanisms of the Biological Effects of DNA Minor Groove Binders
**Source:** PLoS One. 2011 Oct 5;6(10):e25822. doi: 10.1371/journal.pone.0025822
**Supplement:** Table S1 — Primer sequences used for real-time RT-PCR in microarray validation analysis.

**Table S1. Primer sequences used for real-time RT-PCR in microarray validation analysis**.

| **Gene Name** | **Forward Primer Sequence** | **Reverse Primer Sequence** |
| --- | --- | --- |
| JMJD7 | 5’GGTCCCTCCCCTATTTCAGA3’ | 5’TAGAGGACTCCAGGGTGCTG3’ |
| FOS | 5’CCAACCTGCTGAAGGAGAAG3’ | 5’TCAGGGTCATTGAGGAGAGG3’ |
| SNIP1 | 5’AAGGCCTCAGGGAGAAGAAG3’ | 5’CCGGTCACTGTTCCTAGCTC3’ |
| SMAD6 | 5’GGATCTGTCCGATTCCACAT3’ | 5’CTGCCCTGAGGTAGGTCGTA3’ |
| CTCF | 5’CGCCAGTTAGAAGTCAGCA3’ | 5’GTGTCCCTGCTGGCATAACT3’ |
| TFAM | 5’TGGCAAGTTGTCCAAAGAAA3’ | 5’ACGCTGGGCAATTCTTCTAA3’ |
| COX19 | 5’CTTCCCGCTGGATCACTTAG3’ | 5’CCAAATCCCAGTTTCTCCAA3’ |
| GAPDH | 5’TCACCAGGGCTGCTTTTAAC3’ | 5’GACAAGCTTCCCGTTCTCAG3’ |

How the deposited data were processed for this re-analysis (not part of the article)

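Gene expression was measured in H2373 malignant mesothelioma cells, untreated or treated with 36 µM H258 or H342 for 3 h, on 3 Illumina BeadChip arrays, 1 per condition. The conditions were taken from the sample labels. The cytotoxicity, Western blot, microscopy and RT-PCR experiments were not analysed here, and some genes that the paper names are not reported here. As deposited by the authors, the non-normalized signal intensities are averages over the beads of each probe made with BeadStudio 3.1.3.0, per the sample labels, and their lowest values lie well above 0, so no background had been subtracted. The detection p-value beside each signal was computed by the authors with the same software, per the file headers, and compares a probe with the negative control beads of its array. A second deposited table holds intensities on a linear scale that the authors had normalized between the arrays, by a method not given in the sources used here. Its columns share almost the same sorted values, and it was used as an alternative only.

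Analyses were run with R 4.3.3 and limma 3.58.1 and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Background was corrected by the normal-exponential model of neqc, with the negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalization and log2. Probes were paired with genes by the symbols of the array annotation. Of 48798 probes with signals, 28098 had 1 symbol, and 20692 had none, of which 3196 were detected on at least 1 array and were left out. Of 18851 genes with a probe, 6129 had more than 1, and the probe with the highest mean was used. The annotation's symbols were found in the RefSeq gene table for 18827 genes and not found for 24. The array is named differently in the file and in the text, as an earlier and a later version of the same BeadChip, and the annotation used is that of the earlier version.

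A gene was tested in a comparison when it was detected at a p under 0.05 on at least 1 of the 2 arrays, and was called at a difference of at least 2-fold. With 1 array per condition, no p-value and no standard error between arrays were computed; standard errors of list medians are bootstraps over the genes of a list. The lowest detected signals were 156, 160.0 and 157 in untreated, H258-treated and H342-treated cells, and a side that was not detected was set to that level for a lower bound of the fold. Signals near this level limit what can be measured: a difference at such a gene depends on the background correction. The pipeline was tested on simulated data with a noise SD of 0.15 on the log2 scale, below the robust SD of the differences between these arrays, 0.415 under H258 and 0.382 under H342, so its rates do not carry over to them: 97% of probes with a true log2 difference of 1.5 and 100% of those with 2 were called, as were 1.50% of unchanged probes.

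The comparisons were each dye against the untreated array and H342 against H258. The comparisons with untreated cells share 1 array, which cannot be split, so the correlation and the overlap of the dyes were set beside 200 simulated sets of arrays in which no gene differed. Their noise was the smallest robust spread among the 3 comparisons at each expression level, an estimate that also holds any real differences. The medians of 45 gene lists, of pathways, complexes, cell type markers and control genes, were set beside 10000 random lists matched over 20 bins of expression, and 43 lists had at least 3 detected members. On simulated differences, 2% of lists with no shift and 100% of lists shifted by 0.5 lay at or below the lowest 2.5% of random lists.

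The genes named in the text were chosen by a rule: for each dye the 12 highest and 12 lowest called genes that kept 2-fold in the deposited value table and without background correction, for the direct comparison 8 and 8, every gene the paper names apart from those not reported here, and the 4 members of each list with the largest difference. Rule, gene lists, thresholds and alternatives were set before the data were examined, and putting back genes left off the added lists was chosen afterwards. Some of the lists were written after reading the text and figures of the paper, which show values of these same arrays. Medians of such lists are not independent of the classes and genes the paper reports. The lists used only to weigh explanations were added afterwards. Transcription regulation genes of Fig. 8 were read from the figure and tallied as description only. The alternatives were an offset of 50, no background correction, median scaling, no normalization between arrays, cyclic loess, the deposited value table, other detection filters, a bound for undetected sides, folds of 1.5 and 3, the mean of a gene's detected probes, and counts of probes in place of genes.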

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

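The test of RNA labelling below was chosen only after the result it bears on had been seen. Under H342, 6 genes that the paper does not discuss had a log2 difference from untreated cells above 2. ZFP36, which destabilizes AU-rich messenger RNAs, had a log2 difference of 2.98. ZNF296, a zinc finger gene, had 2.19. RIMBP3, a gene expressed in testis, had 2.72 and RASD1, a small GTPase induced by glucocorticoids, 2.43, but neither was detected in untreated cells, so these values depend on the background correction, as do their lower bounds of at least 6.33-fold and at least 4.37-fold. RN7SK had 2.72 and RNA28SN5, the 28S ribosomal RNA, 2.30. No difference was tested, since each condition has 1 array.

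RN7SK and RNA28SN5 are made by RNA polymerases other than the one that makes messenger RNA, and neither carries a poly(A) tail. Labelling of more RNA without a poly(A) tail in the H342 sample would raise other such RNAs too. The median of 42 detected snoRNA, scaRNA and snRNA genes was -0.50 under H342, with a bootstrap standard error over the genes of 0.19. Most of them are snoRNAs, and a fall of these under H342 would hide better labelling, so the median does not decide. The members did not go one way: RNU6ATAC at 1.64, RNU2-1 at 1.40 and RNU11 at 1.14 were higher, the last 2 short of 2-fold in the deposited value table, and SNORA25 at -2.94 and SNORA33 at -2.20, which are processed from introns of host genes, were lower. The small nuclear RNAs of this list are transcribed from promoters of their own. A candidate explanation, found in the same data, is that RNAs with their own promoters and RNAs released from introns respond differently to H342. Intron-hosted SNORD46 at 1.76 and SNORD43 at 1.46 were higher too, though, SNORD43 short of 2-fold in the deposited value table at 0.76. Better labelling of these RNAs or of a subset of them and a response of the cells to H342 both stay open, and with 1 array per condition neither was settled.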

How the results depend on the processing

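Putting back the genes left off the lists by coding length was chosen after the results were seen, and the other alternatives before. Of 211 called gene values that were not chosen for keeping 2-fold in other settings, 0 changed sign under 6 other normalizations or background settings. These values were at least 2-fold and the settings reprocess the same arrays. A change of sign was unlikely from the start, so the 0 is no support for the calls. Over the alternatives, 127 counts lay within 1.5 times of the reported count and 91 did not, the correlation of the dyes across genes lay between 0.344 and 0.390 in the 10 alternatives that recompute it, 732 list medians moved by less than the spread of random lists and 130 by more, and 2988 single gene values kept within their spread and 300 did not. No paired analysis was possible because each condition has 1 array, and the alternative with bead errors was not run because the file gives none; the median of the endothelial markers had no value at a detection p under 0.01. With median scaling the median of all detected genes was 0.10 higher under H258. The cause was not tested for any of the changes that follow, apart from the fold thresholds and filters, which change the counts by their construction.

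Counts are given as higher and lower. With an offset of 50 they were 12 and 209 under H258, 54 and 238 under H342 and 246 and 250 for H342 against H258. Without background correction they were 3 and 109, 26 and 146, and 136 and 157. In the deposited value table they were 3 and 85, 23 and 140, and 110 and 152. At 1.5-fold they were 762 and 1224, 841 and 1041, and 1189 and 1061, and at 3-fold 1 and 30, 15 and 109, and 43 and 110. With no normalization between arrays 49 genes were higher under H258 and 87 under H342, and the share of higher genes was 10.3% under H258 and 15.7% under H342, against 18.7% and 25.7%. At a detection p under 0.01, and with detection on all 3 arrays, 49 were higher under H258. Counting probes gave 218 higher under H342 and 585 higher in the direct comparison.

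Genes higher under both dyes, lower under both, and higher under H258 with lower under H342 numbered 1, 28 and 0 with an offset of 50, 0, 16 and 0 both without background correction and in the deposited value table, 246, 277 and 53 at 1.5-fold (with 26 of the opposite pair), and 0, 12 and 0 at 3-fold. With no normalization between arrays 4 were higher under both, at a detection p under 0.01 6 were higher under both and 1 was opposite, and with detection on all 3 arrays 34 were lower under both and 1 was opposite. Counting probes gave 1 of the opposite pair that was lower under H258 and higher under H342.

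Of 858 list medians under the alternatives set before the data were examined, 56 had the opposite sign, and 0 of these belong to lists beyond 95% of random lists. Among them was that of the MAPK genes under H342, at -0.069 with no normalization between arrays and -0.020 with cyclic loess. Zinc finger genes under H342 had -0.18 with an offset of 50, -0.14 without background correction, -0.32 with no normalization, -0.27 with cyclic loess, -0.15 in the deposited table, -0.20 at a detection p under 0.01, -0.091 with no detection filter and -0.19 with detection on all 3 arrays. Other transcription factors had 0.059 under H258 and -0.16 under H342 with no normalization, 0.060 and -0.12 with cyclic loess, 0.041 and -0.041 with no detection filter, and -0.044 under H342 at a detection p under 0.01. Genes of the TGF-β list under H342 had -0.47 without background correction, -0.77 with no normalization, -0.53 in the deposited table and -0.56 with no detection filter. Matrix genes under H342 had 0.30 with no normalization, 0.46 at a detection p under 0.01, 0.24 with no detection filter, 0.44 with detection on all 3 arrays and 0.31 with the mean of detected probes. Mitotic genes under H258 had -0.37 without background correction, -0.36 with median scaling, -0.49 with cyclic loess and -0.33 with the mean of detected probes. Chromosome structure genes under H258 had -0.36 with an offset of 50 and with no detection filter, -0.32 without background correction, -0.30 in the deposited table and -0.63 at a detection p under 0.01.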

Differences from the paper's values

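The paper gives no fold or p threshold for its counts, only highly stringent criteria, so the counts here, at a detection p under 0.05 and 2-fold, are not at the paper's thresholds. The paper reports 582 genes downregulated under H258, and 353 were lower here. Of the alternatives set before the data were examined, no normalization between arrays (429), cyclic loess (438) and counting probes in place of genes (519) came within 1.5 times of the paper's count, and the others did not. The total of genes under H258 is about 720 in Fig. 5, read by eye, against 434 here. Cyclic loess (506) and counting probes (637) came within 1.5 times of it, and the other alternatives did not. The genes shared by both dyes are about 120 in Fig. 5, read by eye, against 77 here. No normalization between arrays (81), cyclic loess (80) and counting probes (111) came within 1.5 times of it, and the other alternatives did not. The counts of genes higher under H258 and of genes higher and lower under H342 were within 1.5 times of the paper's.

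The paper states that TFAM and COX19 are downregulated under H342 together with CTCF, from its arrays and from RT-PCR, and gives no fold threshold for them. All of them were lower here under H342, but TFAM at -0.52 and COX19 at -0.90 did not reach the 2-fold used here. The RT-PCR values are another measure and were not analysed. COX19 was past 1.5-fold under each normalization and background setting run. TFAM was past 1.5-fold only with no normalization between arrays, at -0.61, and it was lower under H258, at -0.88, than under H342. The paper states that the majority of its 7 shared transcription regulation genes are regulated in the same direction. Of these, 6 could be measured by the names used here, and 6 of 6 were higher under H258 and lower under H342, in opposite directions, which is fixed by their selection on these same arrays as genes higher under H258 and lower under H342. The paper states that topoisomerase I and II and helicases are not among the targets found by the microarray, whereas TOP2A at -1.36, TOP2B at -1.17, RECQL at -1.15 and BLM at -1.07 were lower by at least 2-fold under H258 here; none was under H342, and TOP1 at -0.46 was not. The paper places Notch first among the pathways of genes lower under H342, whereas of 28 detected genes of the Notch list used here, which is not the paper's list, 0 were lower and HES1 was higher.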

Other observations

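The tests of transcription stop, of NRF2-driven transcription and of cell cycle position were chosen only after the results they bear on had been seen. Small nucleolar RNAs, which guide the modification of ribosomal RNA, were lower under H342 in most cases: of 41 detected, 13 were lower and 3 higher by at least 2-fold and 11 lay above 0, with a median of -0.64, and under H258 the median was -0.06 with 2 lower. Of 83 detected nucleolar genes the median under H342 was -0.17, below all random lists, with MPHOSPH10 at -1.11 and UTP3 at -1.01 lower. Of 82 detected splicing factors, 6 were lower by at least 2-fold under H258 and 4 under H342 and 33 and 23 lay above 0, with medians of -0.16 and -0.19 against the same untreated array. RBM15, a regulator of RNA methylation, had -2.47 under H342, and the splicing kinase CLK4 had -1.21 under H258 and -1.68 under H342. Of 38 detected genes of ATF4 and the unfolded protein response, 4 were lower and 0 higher under H342, among them CHAC1 at -1.69 and DNAJB9 at -1.16. HMOX1, the heme oxygenase, had -2.55 under H342 and 0.18 under H258. Of 29 detected inflammatory genes, 4 were lower under H342, with IL11 at least 3.68-fold lower. Interferon-stimulated genes had a median of 0.32 under H342 over 35 genes, above 99.99% of random lists, with XAF1 at 1.14 and IFIT1 at -1.08. MCL1, the short-lived survival factor, had -1.46 under H342. Of these genes UTP3, CLK4 under both dyes, CHAC1, DNAJB9, XAF1 and IFIT1 fell short of 2-fold in the deposited value table.

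Ribosomal proteins had medians of -0.00 under H258 and -0.03 under H342 over 82 genes, which turned to 0.10 and 0.03 with median scaling, and RPL22L1 was lower under H342 at -1.04. GAPDH had log2 differences of -0.03 and 0.00 on its brightest probe, and up to 0.18 and 0.29 on its other probes. Among cell type markers, none of 9 mesothelial, 5 leukocyte, 3 endothelial and 8 fibroblast genes detected reached 2-fold under either dye, and of 12 markers of carcinoma epithelium 1 was detected. The efflux pumps ABCG2 and ABCB1 were not detected on any array, and of 11 detected transporters of drugs and organic cations 1 was higher under H342, ABCC3 at 1.42. Among transcripts of proteins that the paper describes as degraded in H342-induced apoptosis, BIRC2, which encodes c-IAP1, was lower under H342 without reaching 2-fold, at -0.73 and -0.90 on its 2 probes, while BIRC5 had -0.33 and -0.06 on its probes, RPA1 -0.10 and 0.19, TBP -0.26, FASN 0.11 and PARP1 0.13.

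The lower transcripts of AKR1C2, AKR1B10, ALDH1A1, ALDH3A1, GPX2, KYNU and NTS were weighed first, 7 genes chosen for being lower under both dyes, with a median of -2.13 under H258 and -3.21 under H342. A stop of transcription followed by decay of messenger RNA would lower short-lived transcripts at least as much. Of 28 immediate-early and short-lived genes, 5 were higher and 4 lower by at least 2-fold under H342. Their median was 0.064 (bootstrap standard error over genes 0.17), which argues against a stop at all genes. Lists with feedback genes fell, so a stop at part of the genes stays open. The medians were -0.69 for the TGF-β list, which also holds ligands and receptors, and -0.54 for dual-specificity phosphatases and Sprouty proteins. A fall of NRF2-driven transcription stays open: 24 other NRF2 targets and metallothioneins had a median of -0.18 (0.08), under all but 0.30% of random lists, with HMOX1 and GCLM lower and ABCC3 higher by at least 2-fold, but this list leaves out the called targets AKR1C2, AKR1B10, GPX2 and ALDH3A1 and so excludes nothing. RNA of other cells in the untreated sample, such as lung carcinoma cells with constitutive NRF2 activity, could bring such transcripts. The median of 11 other transcripts of such cells was -0.24 (0.31), above the bound set against it, but within a spread that was itself chosen after a first look at the values. S100P, FGG, PTGES and TSPAN8 were detected on 1 array, so this list does not decide. In H342 against H258, which leaves the untreated array out, the 7 genes had a median of -1.47, or -0.99 with undetected sides at their bound, and 4 were lower by at least 2-fold. Such RNA in the untreated sample alone would not give this, which argues against it as the whole cause. For the fall shared by both dyes it cannot be told apart from a response to the dyes. For the 56.9-fold lower AKR1C2 within 3 h, a stop of transcription at part of the genes and a fall of NRF2-driven transcription stay open. RNA of other cells in the untreated sample alone stays open for a part of the fall only. Whether a treated sample held such RNA as well was not tested, and that stays open.

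The lower mitotic and chromosome genes under H258 were weighed second. A change in cell cycle position would lower mitotic genes with short and long coding regions alike, but those with long coding regions lay lower by a median difference of -1.01 (bootstrap standard error 0.16), which argues against it as the whole cause. Of 19 short-coding genes 9 lay above 0, CCNB1 at 0.27 and PLK1 at 0.24 among them, while MAD2L1 at -0.78 and PBK at -0.77 were lower. Of 17 long-coding genes 1 lay above 0, ESPL1 at 0.07. A loss of long transcripts whatever their base composition is argued against by 28 other genes with long GC-rich coding regions, whose median was 0.35 (0.05). Genes already seen were left off these lists, and MACROD1, which is not long, was taken off the GC-rich list after its value was seen; with all of them put back, a comparison chosen after the values were seen, the values were -1.10 for the difference and 0.35 for the GC-rich genes. Other genes with long AT-rich coding regions that are not mitotic had a median of -0.57 under H258 over 29 genes (0.15) and 0.22 under H342, which is consistent with a loss of long AT-rich transcripts in the H258 RNA; GOLGA4 at -1.43 and KTN1 at -1.33, proteins of the Golgi and the endoplasmic reticulum, were among them. Base composition and length were assigned from background knowledge and not from a sequence, so a quality of the H258 RNA or its labelling and an action of the dye at AT-rich genes, its binding sites by the paper's account, both stay open.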
